# Microarray expression profiling in the denervated hippocampus identifies long noncoding RNAs functionally involved in neurogenesis

**DOI:** 10.1186/s12867-017-0091-2

**Published:** 2017-06-06

**Authors:** Bingying Deng, Xiang Cheng, Haoming Li, Jianbing Qin, Meiling Tian, Guohua Jin

**Keywords:** Hippocampus, Long noncoding RNA, Microarray, Neural stem cells, Neurogenesis

## Abstract

**Background:**

The denervated hippocampus provides a proper microenvironment for the survival and neuronal differentiation of neural progenitors. While thousands of lncRNAs were identified, only a few lncRNAs that regulate neurogenesis in the hippocampus are reported. The present study aimed to perform microarray expression profiling to identify long noncoding RNAs (lncRNAs) that might participate in the hippocampal neurogenesis, and investigate the potential roles of identified lncRNAs in the hippocampal neurogenesis.

**Results:**

In this study, the profiling suggested that 74 activated and 29 repressed (|log fold-change|>1.5) lncRNAs were differentially expressed between the denervated and the normal hippocampi. Furthermore, differentially expressed lncRNAs associated with neurogenesis were found. According to the tissue-specific expression profiles, and a novel lncRNA (lncRNA2393) was identified as a neural regulator in the hippocampus in this study. The expression of lncRNA2393 was activated in the denervated hippocampus. FISH showed lncRNA2393 specially existed in the subgranular zone of the dentate gyrus in the hippocampus and in the cytoplasm of neural stem cells (NSCs). The knockdown of lncRNA2393 depletes the EdU-positive NSCs. Besides, the increased expression of lncRNA2393 was found to be triggered by the change in the microenvironment.

**Conclusion:**

We concluded that expression changes of lncRNAs exists in the microenvironment of denervated hippocampus, of which promotes hippocampal neurogenesis. The identified lncRNA lncRNA2393 expressed in neural stem cells, located in the subgranular zone of the dentate gyrus, which can promote NSCs proliferation in vitro. Therefore, the question is exactly which part of the denervated hippocampus induced the expression of lncRNA2393. Further studies should aim to explore the exact molecular mechanism behind the expression of lncRNA2393 in the hippocampus, to lay the foundation for the clinical application of NSCs in treating diseases of the central nervous system.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12867-017-0091-2) contains supplementary material, which is available to authorized users.

## Background

The mammalian brain is the most complex organ among all living organisms. This enormous complexity is generated via proliferation and differentiation of multipotent neural stem cells (NSCs) into multiple cell types. Researchers have demonstrated life-long continuous neurogenesis in almost all the mammals, including humans [1]. The main neurogenic regions in the adult murine brain are the subgranular zone of dentate gyrus (DG) in the hippocampus and the subependymal zone of lateral ventricles, also called ventricular–subventricular zone (V-SVZ) [2–6]. In the adult brain, the hippocampus is a crucial structure for the formation of certain types of memory, such as episodic memory and spatial memory [7]. Meanwhile, emerging data have implied that hippocampal neurogenesis can lead to improvement in therapies for neurological disorders, including cerebral ischemia, depression, Alzheimer’s disease, epilepsy, and Parkinson’s disease, many of which are associated with cognitive decline [8]. Thus, researchers are highly interested in exploring how various developmental events associated with hippocampal neurogenesis are regulated.

So far, it was well accepted that the hippocampal neurogenesis is under the control of gene regulatory network, especially transcription factors, microRNAs (miRNAs), and signaling pathways [9, 10]. However, annotation and high-throughput deep sequencing of transcriptomes have revolutionized the view previously held for the mammalian genome. Surprisingly, a major part of the genome is transcribed into long noncoding RNAs (lncRNAs), which are longer than 200 nucleotides (nt) in length and lack an open reading frame in sequence [11, 12]. Increasing evidence indicated that lncRNAs participate in gene regulatory networks controlling the development and functioning of various tissues [12–15]. Moreover, transcript expression analyses within the nervous system have shown an abundance of lncRNAs that display spatially restricted and temporally dynamic expression [16–19].

Hence, the aim of the present study was to perform microarray expression profiling to identify lncRNAs that might participate in the hippocampal neurogenesis. A set of lncRNAs differentially expressed in the hippocampus after fimbria-fornix (FF) transection were identified. A previous study found that the internal microenvironment changed after FF transection and subsequently contributed to the migration and survival of transplanted and endogenous hippocampal NSCs [20]. Moreover, this study indicated a relationship between dysregulated lncRNAs and the changes in the hippocampal environment. These findings may be helpful in understanding the role of the novel lncRNAs in hippocampal neurogenesis. Overall, the present study demonstrated that an evolutionarily conserved lncRNA regulated neurogenesis from NSCs in the embryonic brain.

## Methods

### Animals

40 adult Sprague–Dawley rats (23 male and 17 female) and 4 E17 Sprague–Dawley rat were used in this study. All animals used in the present study were provided by the Experimental Animal Centre of Nantong University, China. The experimental procedures involving animals were approved by Jiangsu Institutes of Health Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize the number and suffering of animals used in the study, and all the experiments were repeated several times to minimize the experimental error. The rats were housed in a temperature-controlled room at 23 ± 2 °C maintained on a 12-h light/12-h dark cycle, and caged in a facility where food and water were available ad libitum. The rats were anesthetized with chloral hydrate (2 mL/kg body weight) to change the microenvironment in the hippocampus, the transection of FF was performed with a wire knife at the CA1 layer of the dorsal hippocampus, at coordinates of bregma: anteroposterior 1.4 mm; lateral 1–4 mm; depth 5.6 mm. There is no restriction on the gender of the animals.

### Microarray

RNA samples were extracted from the paired rat untreated hippocampus 7 days after the FF transection. The hippocampal tissue (denervated and untreated) from three paired Sprague–Dawley rats (2 male and 1 female) was quickly harvested on the ice. For distant shipping, all the tissues were immediately frozen in liquid nitrogen. Total RNA was then extracted with TRIzol reagent following the manufacturer’s instruction. The RNA integrity number (RIN) was evaluated to judge the integrity of RNA samples using Agilent 2200 Bioanalyzer (Agilent Technologies, USA) following the manufacturer’s protocol [23]. The purity of RNA samples was evaluated by agarose gel electrophoresis and ultraviolet spectrophotometer K5500 (Beijing Kaiao Technology Development Co., Ltd, China). A260/A280 ≥ 1.5 and A260/A230 ≥ 1 indicated acceptable RNA purity, and RIN value ≥7 using the Agilent 2200 RNA assay indicated acceptable RNA integrity (Additional file 1: Table S1). Genomic DNA contamination was evaluated by gel electrophoresis (Additional file 1: Figure S1). Three independent samples were assayed to evaluate the reproducibility of the experimental procedure. Fluorescent complementary DNA (cDNA) was synthesized from about 2 µg of total RNA using an Amino Allyl MessageAmp II Kit (Life Technologies, USA). Hybridization with RiboArray™ lncDETECT™ RAT Array 1*12K was performed following the manufacturer’s instruction (Riobio, China). The slides were washed and then scanned and analyzed using a GenePix 4000B Microarray Scanner (Molecular Devices, USA). The microarray data was corrected by 50% scaling method to eliminate the system error of the experiment [21]. Fold change was calculated by 2-Fold change = log_2_ (normalized intensity of treat/normalized intensity of control). As to the same for the repeated probes in the same microarray, the median value is taken as the signal value of the probe. For the repeated probes in the different microarray from the same samples, the mean value is taken as the signal value of the probe. The *p* value was calculated by Product Rank statistical test method [22]. The differential gene expression in samples were calculated using limma package in Bioconductor. The genes which meet the condition that |2-Fold change|>1 and *p* value <0.05 was considered the differentially expressed genes. Pathway significant enrichment analysis was based on the KEGG Pathway Public database and found the significant enrichment pathway among the differential expressed genes applied the Hypergeometric test. With the Pathway analysis results, we can identify the main biological process and signal transduction pathways which the differential expressed genes involved.

### RNA extraction and quality control

Total RNA was extracted from NSCs and the hippocampus on different days after FF transection (1, 3 and 7 days), using TRIzol reagent (Invitrogen, USA) following the standard protocol. Individual tissues, namely striatum, hippocampus, brainstem, cerebellum, cerebrum, heart, pancreas, muscle, and liver, were dissected; the utmost care was taken to ward off contamination. The tissues were washed in phosphate-buffered saline (PBS) several times to clean up the debris. All the RNA samples were under the strict quality control. Quantification and quality check were performed using Nanodrop 2000 (Thermo Scientific, USA). LncRNAs were reverse transcribed using a RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) at 65 °C for 5 min, 42 °C for 60 min, and 72 °C for 5 min.

### Quantitative real-time polymerase chain reaction and semi-quantitative PCR

The primers used for polymerase chain reaction (PCR) were designed and synthesized by RiboBio (Guangdong, China). The intellectual property rights of the primer sequence belonged to Ribo biology, which were asked to be classified. Quantitative real-time PCR and semi-quantitative PCR were conducted using SYBR Green Master Mix (Roche, Germany) and Dream Taq Green PCR Master Mix (Thermo Scientific), respectively. The reactions were carried out using the Rotor Gene 6000 (Corbett Life Science, Australia) and Gene Amp PCR System 9700 (Corbett Life Science) with a 15-s initial denaturation step at 95 °C and 40 cycles of a 40-s denaturation step at 95 °C followed by a 40-s hybridization at 59 °C, ending with a melting curve analysis. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and U6 were used as endogenous controls. Fold changes were calculated using the relative quantification 2^−ΔΔCt^ method.

### Hippocampal NSCs culture

4 Sprague–Dawley rat hippocampi (embryonic days 16–17) were used to derive NSC cultures. The cells were filtered through a 40-μm cell strainer (Biologix Research Company, USA). They were cultured at a density of 1 × 10^5^ cells/mL in an NSC self-renewal medium (Dulbecco’s modified Eagle’s medium, DMEM) with 2% B27 (Gibco Life Technologies, USA), 20 ng/mL Epidermal Growth Factor (EGF) (Sigma, USA), and 20 ng/mL basic Fibroblast Growth Factor (bFGF) (Sigma) at 37 °C and 5% CO_2_. The cells were passaged one or two generations to generated stable NSCs lines. The protocol of establishment neural stem cell cultures was successful and mature. For PCR, transfection, 5-ethynyl-2′-deoxyuridine (EdU) assay, and flow cytometry, 1 × 10^6^ cells/mL were cultivated on 6-well plates. For fluorescence in situ hybridization (FISH), 1 × 10^5^ cells/mL were cultivated on 24-well plates.

### Fluorescence in situ hybridization

Branched DNA FISH was performed in vivo in an adult rat coronal brain section and in vitro in rat NSCs, using a FISH kit purchased from RiboBio (Guangdong, China) following the manufacturer’s protocol. After washing twice with PBS, the section and cells were fixed in 4% paraformaldehyde for 30 min and then incubated in PBS with 0.1% Triton X-100 for 15 min. The hybridization mixed probe should be pre-heat first. The intellectual property rights of the primer sequence belonged to Ribo biology, which were asked to be classified. Before hybridization overnight at 4 °C, the samples were incubated in the prehybridization solution for 2 h at room temperature. On the second day, the cells were stained with Hoechst (Sigma, China) after washing at 42 °C in 4× saline sodium citrate (SSC) twice, 2× SSC once, 1 × SSC once, and 1 × PBS once. Then, samples were visualized using a confocal fluorescent microscope (Olympus, Japan). RNA isolated from nuclear and cytoplasmic fractions of neural stem cells. RNA isolation was carried out using a PARIS kit (Ambion, America). Neural stem cells were calculated and collected at most of 1 × 10^7^ cells after digested by trypsin. After washing cells with cold PBS, cells were resuspended in 500 μL ice-cold cell fractionation buffer for 10 min. After centrifuged samples 5 min at 4 ℃ and 500*g*, the supernatant cytoplasmic fraction were carefully collected with a micropipettor and nuclear fraction were the pellet at the bottom of the tube. Add 500 μL of ice-cold cell disruption buffer to the nuclear pellet, and make sure use a volume of cell disruption buffer equal to the volume of the cytoplasmic fraction to keep cytoplasmic and nuclear samples parallel. Mix the cytoplasmic and nuclear lysis/binding solution and pipet 3–4 times. Add 500 μL ACS grade 100% ethanol and mix gently. Draw the sample mixture through a filter cartridge, respectively. Wash once with 700 μL wash solution 1 and wash with 500 μL wash solution twice. At last, elute RNA with 40–60 μL of about 95 °C elution solution for the real-time PCR assay.

### Cell transfection

The transfection of NSCs was carried out using Lipofectamine 2000 (Invitrogen). Plasmid vectors and negative control for transfection were synthesized by RiboBio. The cells were transfected with a 100 nM plasmid vector using Lipofectamine 2000 following the manufacturer’s instructions. After transfection for 48 h, the expression levels of the selected lncRNAs were measured by qPCR. After 72 h, the cells were collected for cell proliferation assays.

### Cell proliferation assay

Neural stem cells proliferation was measured using the EdU (5-Ethynyl-2′-deoxyurdine) assay and flow cytometry. For the EdU assay, 1 × 10^5^ cells 72 h after transfection or nontransfected cells were suspended in serum-free DMEM containing 50 μL of EdU. After the cells were incubated in a 1.5-mL centrifuge tube for 2 h at 37 °C, they were mixed with 4% formaldehyde for 30 min at room temperature. After washing twice with 1 mL of PBS, EdU was detected with an Apollo 567 for 30 min at room temperature. Then, the cells were stained with Hoechst 33342 for 30 min and visualized using a fluorescent microscope (Olympus). The EdU incorporation rate was expressed as the ratio of EdU-positive cells (red cells) to total Hoechst 33342-positive cells (blue cells). For flow cytometry, the cells were fixed at 1 × 10^6^ cells/ml in the precooled 75% alcohol overnight after dispersion with trypsin (Sigma) and filtered through a 40-μm cell strainer. Then, the cells were harvested and stained with Annexin V-fluorescein isothiocyanate and propidium iodide (PI) (BD Biosciences, USA) for 30 min following the manufacturer’s instruction. The cells were analyzed using flow cytometry (BD Biosciences, USA). Data were analyzed using the CELL Quest 3.0 software. All experiments were performed in triplicate.

### Statistical analysis

Each finding was confirmed using three independent biological replicates, unless specified. All values were evaluated using the SPSS 18.0 statistical software (SPSS, IL, USA) and expressed as mean ± standard deviation. Statistical significance was calculated using the Student *t* test. A *p* value < 0.05 was considered statistically significant.

## Results

### Profile of microarray data

The microarray data are deposited in a public repository GEO, and the accession number is GSE96992, Using the microarray expression profiles, 103 (74 activated and 29 repressed) lncRNAs differentially expressed in the hippocampus after the FF transection were identified. 

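Hippocampal RNA was measured on day 7 after FF transection, a cut through the fibre bundle that carries the septal input to the hippocampus. The series holds 3 denervated and 3 normal hippocampi of Sprague–Dawley rats, each hybridized in 1 colour (Cy5) to the lncDETECT rat array and scanned with the GenePix 4000B. The deposited table gives the authors' log2 normalized intensity for 6716 probes, of which 6711 carry lncRNA identifiers. Of these, 3356 are rat matches of mouse transcripts, 1683 are Ensembl rat transcripts and 1672 are RefSeq transcripts. After the authors' 50% scaling the 6 array medians lay between 10.17 and 10.19, and the brightest probe of every array lay near 15.99, the upper limit of a 16-bit scanner. A separate group of 1014 values lay below 0, and 540 lncRNAs had a value under 2 in at least 1 sample, where differences of the log2 scale stand for very small signals. The values were used as deposited, and the denervated and normal samples were compared with limma, without a filter on dim probes. RIN, as listed in Table S1 for each group, was 7.9 or more in the denervated and 7.6 or less in the normal samples. Precision is limited by the number of arrays, 3 per group.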

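In the denervated hippocampus 70 lncRNAs were higher and 20 were lower than in the normal hippocampus at the thresholds of the methods, an absolute log2 fold change above 1 and an unadjusted p under 0.05, here from limma. The 5 higher lncRNAs with the largest differences and no overlap between the groups were lncRNA2263, lncRNA3055, lncRNA1658, lncRNA4605 and lncRNA686, each with at least 2 samples near background (log2 under 2). With values under 5 set to 5, their log2 differences were 2.33, 1.11, 1.89, 2.18 and 3.11, in that order. That of lncRNA3019, from Table S2, was then 2.79, so this ranking depends on values near background. lncRNA3055 had a log2 intensity of 6.11 ± 0.19 (SD, n = 3) in the denervated and -0.11 ± 0.34 (SD, n = 3) in the normal samples. It was the only lncRNA that passed the Benjamini-Hochberg adjustment in limma, with an adjusted p of 0.00675, and its normal samples all lay at the lower end of the scale. lncRNA686 was at 8.36 ± 0.30 (SD, n = 3) in the denervated samples, and its normal samples read 5.76, -0.20 and 1.54. The lower lncRNAs chosen in the same way were lncRNA1846, RB_p_rnol000021, lncRNA916, lncRNA4997 and lncRNA4452, the first 3 of them with samples under 2. Their log2 differences with values under 5 set to 5 were -1.98, -0.94, -0.18, -1.55 and -1.78, in that order. lncRNA4452 was at 5.26 ± 1.59 (SD, n = 3) in the denervated and 7.56 ± 0.34 (SD, n = 3) in the normal samples. By probe source, rat matches of mouse transcripts made up 25 of the 70 higher and 16 of the 20 lower lncRNAs, and Ensembl rat transcripts made up 29 and 4. A value under 2 in at least 1 sample was found in 29 of the 90 lncRNAs. The authors' deposited comparison lists 74 lncRNAs as higher and 29 as lower after denervation, and 46 of these are among the 90. In limma 132 lncRNAs had an unadjusted p under 0.05, where 5% of all 6711 is 336. After quantile normalization the counts were 70 higher and 34 lower, a share of 67.3% higher against 77.8%, and lncRNA3055 no longer passed the adjustment; they were 26 and 8 in the upper 50% of probes by mean intensity, and 209 and 142 with the rank product test that the methods name for the p value. Higher lncRNAs numbered 39 without denervated 1, 133 without denervated 3 and 245 without normal 2, and lower lncRNAs 79 without denervated 3, 73 without normal 2 and 6 without normal 3, while without denervated 2 more were lower (90) than higher (58). From the microarray expression profiles, the paper states that the 103 lncRNAs of its own comparison were differentially expressed in the hippocampus after FF transection.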

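The 6 samples were compared over all 6711 lncRNA probes, without first selecting those that differed. The most similar pair was normal 1 and normal 3, with a Pearson correlation across probes of 0.93. Denervated 2 was closer to normal 1 (0.89) and normal 3 (0.89) than to denervated 1 (0.84) or denervated 3 (0.76). Normal 2 was closer to denervated 3 (0.87) than to normal 1 (0.73) or normal 3 (0.76). The mean correlation was 0.81 within and 0.82 between the groups. Of the 10 ways to divide the samples into 3 and 3, without regard to pairs, 6 gave a difference as large (exact permutation test, one-sided p = 0.6). The smallest p of this test is 0.1. Average-linkage clustering of all lncRNA probes, divided at 2 clusters, put denervated 3 and normal 2 together and apart from the other 4 samples. Over the 90 lncRNAs past the thresholds of the methods, and over the 103 of the authors' deposited comparison, the 2 clusters held the denervated and the normal samples, groups for which those lncRNAs had been selected. The first principal component of all lncRNA probes held 49.9% of the variance.

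**Figure D1:**
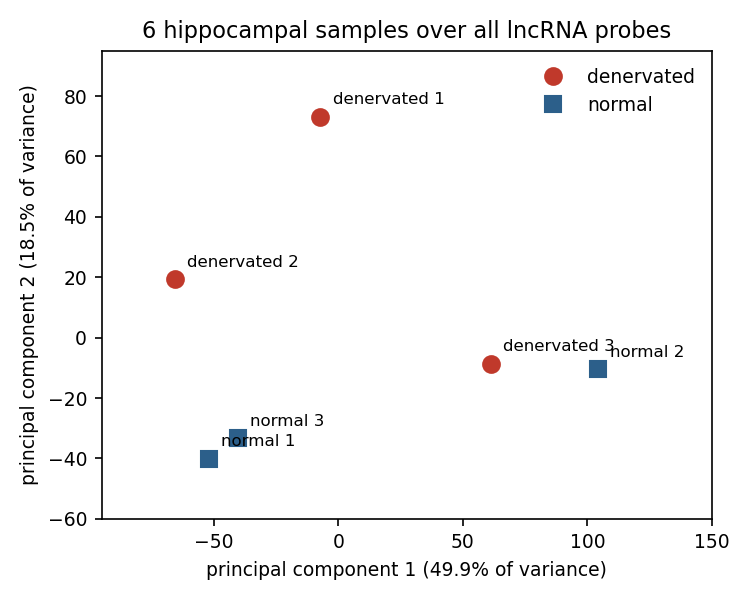
Scores of the 3 denervated (circles) and 3 normal (squares) samples on the principal components 1 (x axis, 49.9% of the variance) and 2 (y axis, 18.5%) of log2 normalized intensity over 6711 lncRNA probes. On component 1, normal 2 (104.2) and denervated 3 (61.3) lie at the upper end, and denervated 2 (-65.6), normal 1 (-52.0) and normal 3 (-40.4) at the lower end. Denervated 1 lies between them (-7.3) and at the upper end of component 2 (73.2).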

The correlation of expression profiles between the biological replicates and the treatment conditions was demonstrated using unsupervised hierarchical clustering analysis (Fig. 1a). Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG database. We turn to the Fisher’s exact test to select the significant pathway. Our results showed that * pathways were significantly enriched for the identified DEGs (p < 0.05). Moreover, pathway analysis showed that these genes were mainly involved in infection, cell cycle, and neurogenesis (Fig. 1b).

**Fig. 1:**
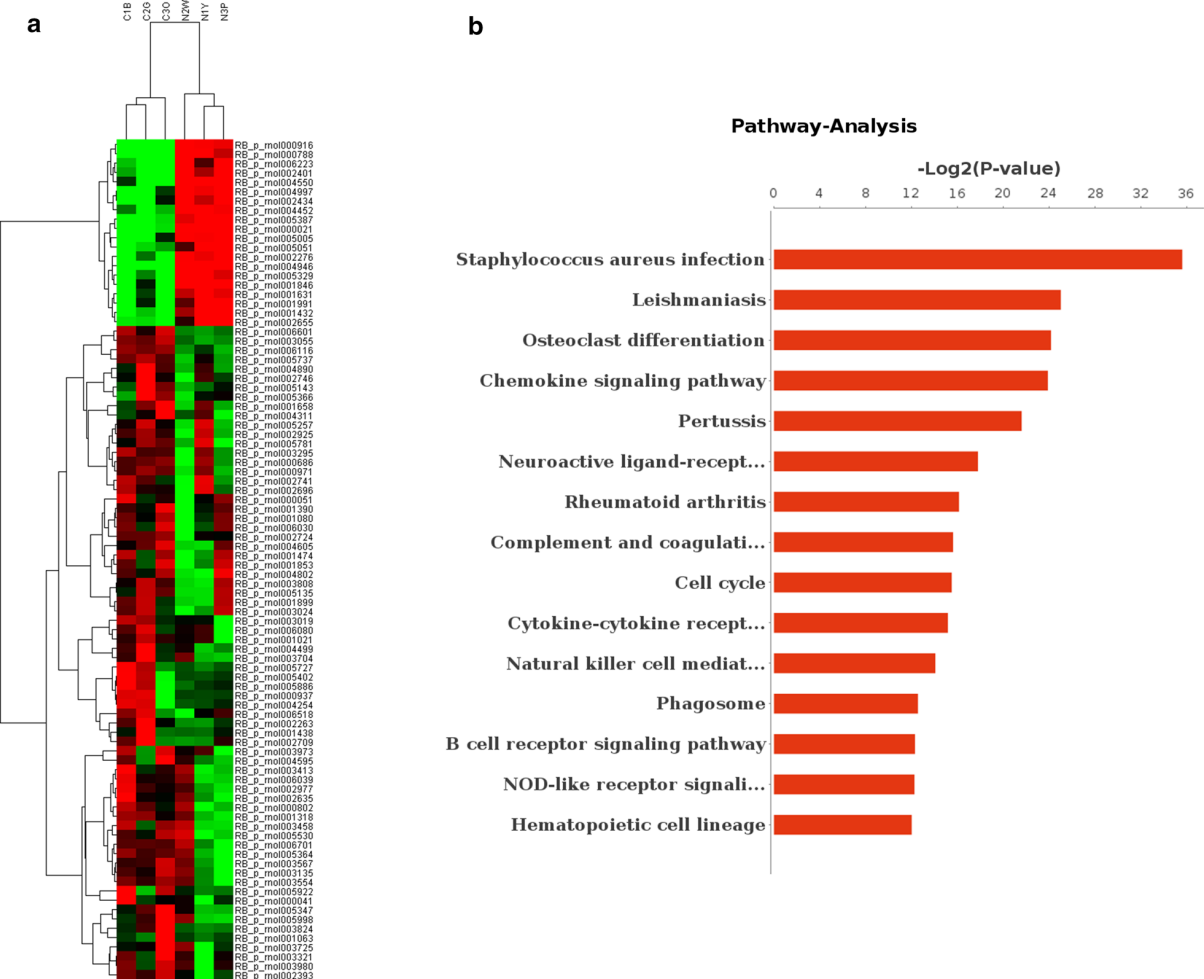
Clustering analysis and KEGG analysis of differential expressed lncRNAs and mRNAs, respectively. **a** Differentially expressed lncRNAs in the normal hippocampus and its paired denervated hippocampus analyzed using hierarchical clustering. Hierarchical clustering analysis arranges samples into groups by the expression level. *Red* means highly expressed, and *green* means lowly expressed. **b** KEGG analysis indicated that the differential expressed mRNAs after FF transaction were mainly involved the pathway about infection and cell cycle regulation

### Real-time quantitative PCR confirmation

A total of 20 lncRNAs with log fold-changes between 1 and 10 (17 upregulated and 3 downregulated) were randomly selected in different samples of the normal and paired denervated hippocampi to further validate the microarray results. 

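On the array, mean log2 intensity differed between the groups by more than 1 in either direction for 16 of these 20 lncRNAs. Without 1 sample this count ranged from 8 (without normal 3) to 17 (without denervated 3). The largest difference was that of lncRNA3019, with 8.87 ± 1.00 (SD, n = 3) in the denervated and 5.99 ± 1.08 (SD, n = 3) in the normal hippocampi, a log2 fold change of 2.88 or a 7.35-fold difference (4.77-fold without normal 3). The 4 with smaller differences were lncRNA4792 (log2 fold change 0.79), lncRNA1615 (0.91), RB_p_rnol000462 (0.94) and lncRNA2011 (-0.90). By the difference of group medians, the measure of the authors' deposited comparison, all 20 differed by more than 1. The lncRNAs span the intensity range of the array, from lncRNA2393 at the 9.1th percentile of mean intensity to lncRNA6030 at the 85.3th percentile. None of the 20 had a value under 2 in any sample.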

The samples used for real-time PCR and microarray are the same ones. Each RNA samples of rat hippocampal tissue were divided into two parts, one for microarray and the other for real-time PCR.

All the selected lncRNAs are listed in Additional file 1: Table S1, including name and log fold-changes. Three pairs of primers were designed to certify the expression of lncRNAs. Only the primer whose PCR product was in accordance with the predicted nucleus base pair number was used for further studies. Using specific primers for each lncRNA, all candidate lncRNAs from hippocampal total RNA were PCR-amplified (Additional file 1: Figure S2). Among 20 candidates, two primers had no products. Using quantitative real-time reverse transcription-PCR (qPCR), the expression of these lncRNAs was found to be consistent with the microarray data (Fig. 2). Thus, these results further indicated the high accuracy of microarray expression profiles in detecting differential expression levels of most lncRNAs. Additionally, the microarray showed a series of lncRNAs constantly differentially expressed between the normal and paired denervated hippocampi.

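On the array, all 17 lncRNAs that the paper lists as upregulated had a higher mean in the denervated hippocampus, and all 3 that it lists as downregulated had a lower one. For each of the 20, every denervated sample lay on the same side of every normal sample. The exact permutation test without pairing gave a two-sided p = 0.1 for each, the smallest that 3 unpaired samples against 3 allow. lncRNA6116, a rat match of a mouse transcript, was at 12.23 ± 0.05 (SD, n = 3) in the denervated and 11.19 ± 0.16 (SD, n = 3) in the normal samples. lncRNA2724 was at 8.49 ± 0.03 (SD, n = 3) after denervation against 7.13 ± 0.58 (SD, n = 3). lncRNA5364 was at 12.09 ± 0.13 (SD, n = 3) against 10.91 ± 0.63 (SD, n = 3). Among the downregulated lncRNAs, lncRNA4946 was at 8.33 ± 0.22 (SD, n = 3) against 9.33 ± 0.09 (SD, n = 3), and lncRNA2276 at 7.92 ± 0.60 (SD, n = 3) against 9.07 ± 0.36 (SD, n = 3). Over all probes none of the 20 passed the Benjamini-Hochberg adjustment in limma (lowest adjusted p = 1.0), 19 had an unadjusted p under 0.05, and 19 passed when adjusted over the list alone. The study chose this list on the same samples, so the directions, the lack of overlap and the count over the list are not independent evidence. That count was 0 without denervated 1, denervated 2, normal 1 or normal 3, 7 without denervated 3 and 12 without normal 2, 12 with an intensity trend in limma and 0 with the rank product test, which the methods name for the p value. From the match of qPCR and microarray, the paper reasons that the profiles detect differences of most lncRNAs with high accuracy.

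**Figure D2:**
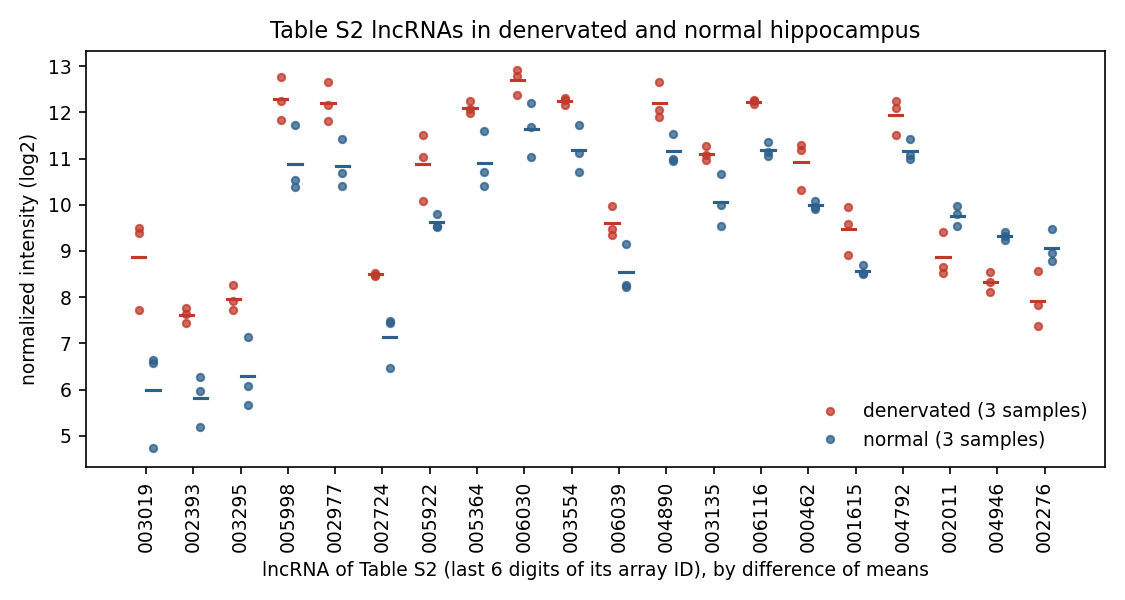
Log2 normalized intensity (y axis) of the 20 lncRNAs of Table S2 (x axis, ordered by difference) in 3 denervated (red) and 3 normal (blue) samples. Points are samples and bars are group means. The differences run from 2.88 for lncRNA3019 to -1.15 for lncRNA2276, and no denervated point overlaps the normal points of the same lncRNA.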

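Of the 70 lncRNAs past the thresholds with higher values after denervation, 58 had all 3 denervated samples above all 3 normal samples. Of the 20 with lower values, 19 had all 3 below. These lncRNAs had been selected on the same samples, so their lack of overlap is not independent evidence. Mir301b, a microRNA gene that a RefSeq transcript of the array names, was at 7.97 ± 0.77 (SD, n = 3) in the denervated and 6.46 ± 0.50 (SD, n = 3) in the normal hippocampi. Mir195, another microRNA gene, was at 9.75 ± 0.38 (SD, n = 3) against 8.61 ± 0.61 (SD, n = 3). Neither passed the adjustment in limma (adjusted p = 1.0 for both). Over all 6711 lncRNAs, without a threshold on size, the groups did not overlap for 226 that were higher and 170 that were lower. That is 5.9% in all, where chance gives 10% for 3 unpaired samples against 3.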

**Fig. 2:**
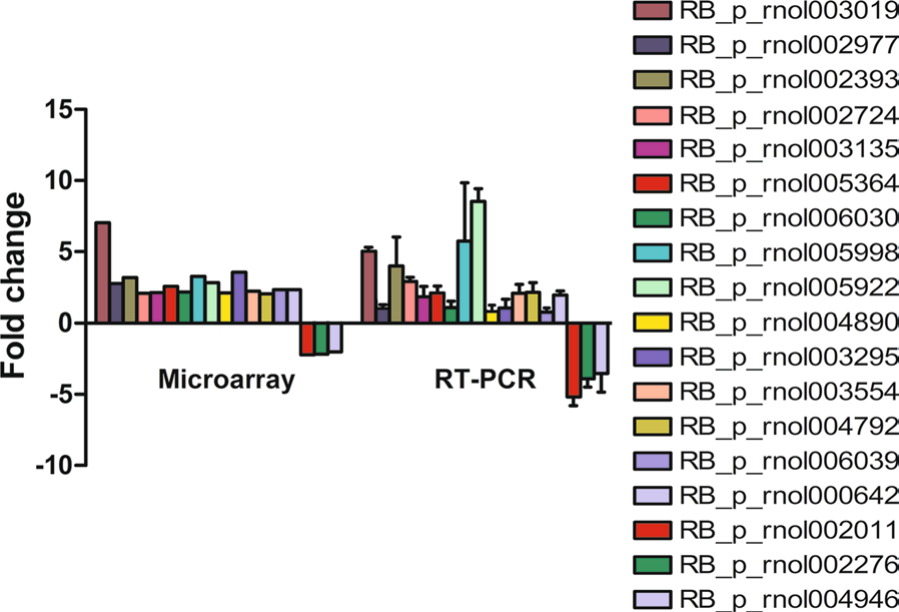
Validation of the expression of novel lncRNAs. The fold changes in the expression of lncRNAs on the seventh day after FF transection were normalized to the normal hippocampus. Results were based on average of three independent experiments (mean ± standard deviation). The fold changes in the expression of lncRNAs revealed by qPCR were consistent with the results from microarray expression profiling

### Expression signatures of differentially expressed lncRNAs

Since transcript expression analyses have shown a number of lncRNAs that display restricted and temporally dynamic expression [12, 24, 25], the expression trend of 18 lncRNAs was first investigated during four different periods after FF transfection. The expression of lncRNAs extracted from the normal hippocampus and the hippocampi 1, 3, 7 and 14 days after FF transfection was testified. RT-qPCR demonstrated fluctuations in lncRNA expression after a change in the inner microenvironment. It was concluded that the expression levels of some lncRNAs (such as 5922, 5364, and 2393) continuously increased compared with the normal hippocampus, whereas the expression levels of some lncRNAs (such as 2011) always decreased. On the contrary, some lncRNAs (such as 6039, 2724, and 3019) showed no consistent changes instead of reaching a peak during one period (Fig. 3). The expression profiles of lncRNAs provided a hint of their potential functions during development.

**Fig. 3:**
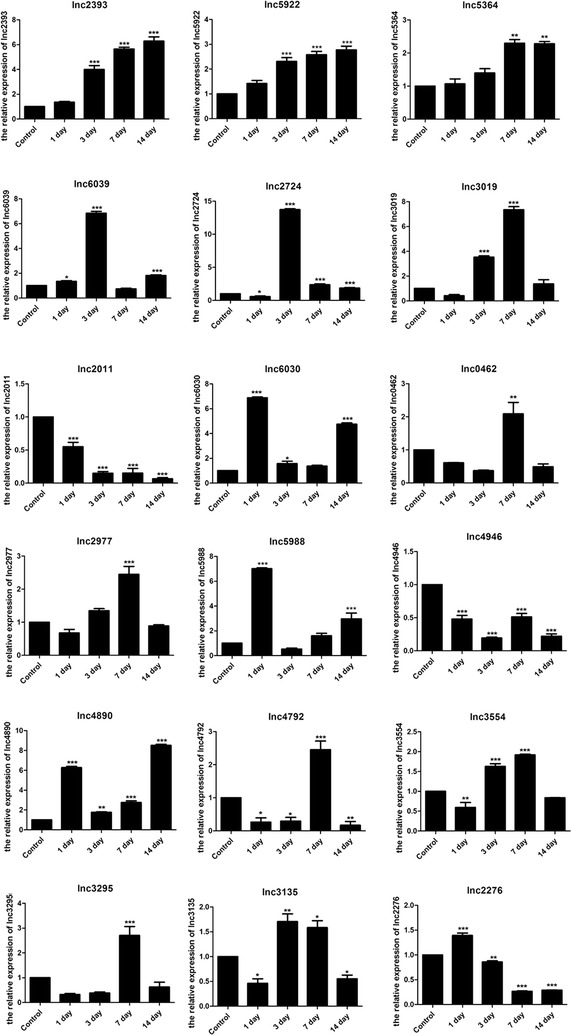
Expression signatures of differentially expressed lncRNAs in the hippocampus. The expression trend of 18 differentially expressed lncRNAs during 1, 3, 7 and 14 days after FF transfection. Results were based on average of three independent experiments (mean ± standard deviation). Statistical significance was calculated using Student *t* test (**p < 0.01, ***p < 0.001, compared to the control group)

lncRNAs generally show more tissue specificity compared with protein-coding genes [26]. The expression patterns of lncRNAs in different tissues (including striatum, hippocampus, brain stem, cerebellum, heart, pancreas, muscle, and liver) were identified, which were developed from three different germinal layers. RT-PCR was performed to further determine whether the candidate lncRNAs existed in some specific tissues or systems. It was found that some lncRNAs (2724, 5364, and 6039) were present in all aforementioned eight tissues, whereas some lncRNAs existed in the neural tissues and lineages (Fig. 4). Especially 2393 and 2011 lncRNAs showed high tissue specificity in the neural system, indicating their potential meaningful roles in neurogenesis.

**Fig. 4:**
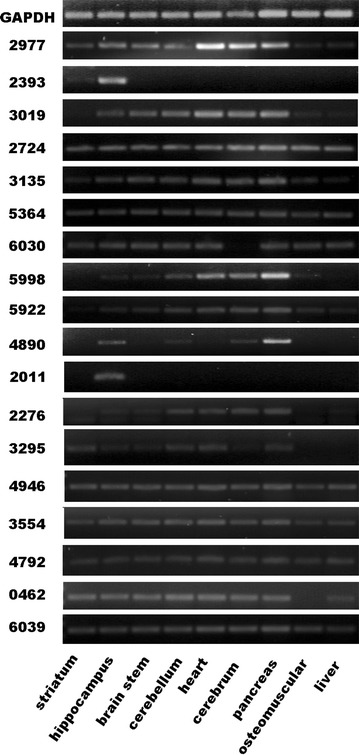
Tissue specialties of 18 candidate lncRNAs. RT-PCR revealed the 18 lncRNAs that exist in the following tissues: striatum, hippocampus, brain stem, cerebellum, cerebrum, heart, pancreas, muscle, and liver. Among 18 candidates, 2393 showed high specificity

A subsequent study to examine the differential expression levels of lncRNAs after FF transection and in various tissues using qPCR and RT-PCR led to the identification of lncRNA2393 that might participate in adult hippocampal neurogenesis.

University of California Santa Cruz blast was used [27, 28]. To further identify the novel lncRNAs demonstrating lncRNA2393 to be a 961-nt polyadenylated RNA encoded by 8 exons (Fig. 5a). The analysis using the Coding Potential Calculator [29], PhyloCSF [30], and Coding-Potential Assessment Tool [31] indicated that the lncRNA2393 transcript had no protein-coding potential (Fig. 5b).

**Fig. 5:**
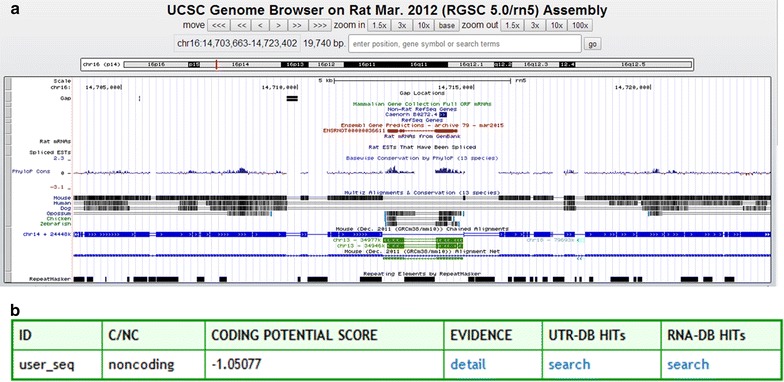
Information about the novel lncRNA2393. **a** UCSC showed lncRNA2393 location and homology with different species. **b** CPC demonstrated that lncRNA2393 had no potential of encoding protein

### Identification of the novel lncRNA in the hippocampus

Throughout adult life, V-SVZ NSCs give rise to transit-amplifying cells, which generate neuroblasts that migrate to the olfactory bulb where they differentiate into interneurons [32–34]. It has been observed that FF transection would result in increasing neuronal production in the hippocampus. Hence, FISH was performed to explore the location of lncRNA2393 to more directly observe the expression trend and investigate the function of lncRNA2393, the DG or some other irrelevant location in the hippocampus. It was demonstrated that lncRNA2393 was specially expressed in the subgranular zone, which contained a population of adult NSCs (Fig. 6a). Compared with the normal hippocampus, the denervated hippocampus had more fluorescence-positive cells. Thus, it was hypothesized that the upregulated lncRNA2393 resulting from FF transection was correlated with the neurogenesis in the hippocampus. Total RNAs were prepared from NSCs that were extracted from the rat embryoid body To test and verify this assumption. As expected, the expression of lncRNA2393 was validated in the NSCs (Fig. 6b).

**Fig. 6:**
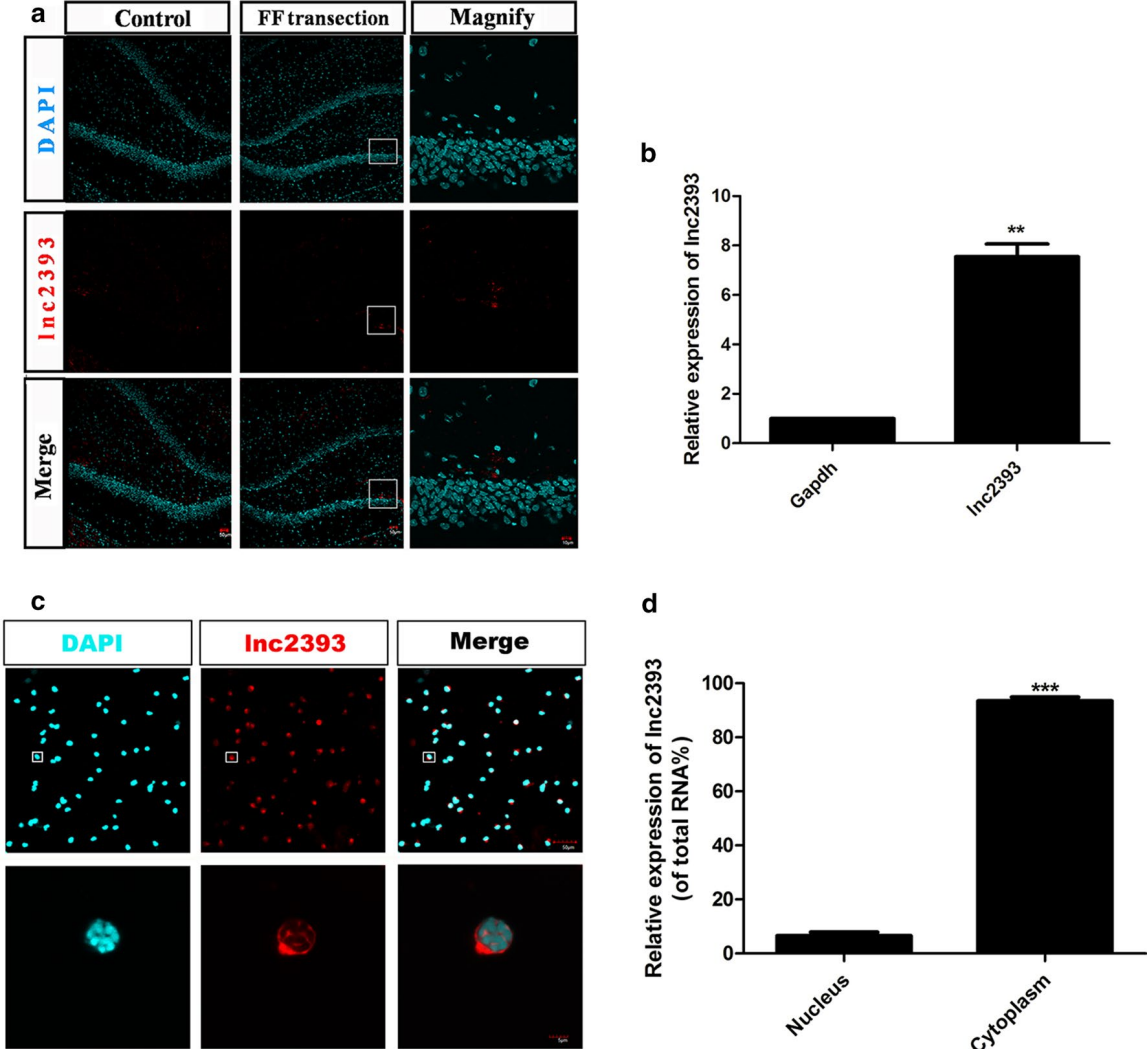
lncRNA2393 was expressed in hippocampus and V-SVZ NSCs. **a** FISH showed lncRNA2393 was expressed in the hippocampus and increased after FF transection. **b** RT-qPCR demonstrated the expression of lncRNA2393 in the NSCs (**p < 0.01). **c** FISH for lncRNA2393 in V-SVZ NSC cultures. Nuclei were counterstained with DAPI. **d** Subcellular fractionation followed by RT-qPCR for indicated lncRNAs. *Error bars* are propagated standard deviation from technical triplicate wells (***p < 0.001)

Considering the information on the subcellular localization of lncRNAs can provide an important hint about their possible function as a nuclear-restricted epigenetic regulator or cytoplasmic competing endogenous RNAs (ceRNAs) [35, 36], RT-qPCR of nuclear fractionation of hippocampal NSC cultures was performed. The analysis demonstrated lncRNA2393 to be enriched in the cytoplasm, compared with GAPDH, which is located in the cytoplasm (Fig. 6c). Consistent with the nuclear fractionation studies, FISH for lncRNA2393 demonstrated the predominantly cytoplasmic location of the transcript (Fig. 6d). Together, these data indicated that lncRNA2393 had high tissue specificity and tight transcriptional regulation, anticipating its potential role in the neurogenesis.

### LncRNA2393 silencing reduced the NSC proliferation ability

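lncRNA2393, probe RB_p_rnol002393, stands for the Ensembl rat transcript ENSRNOT00000036611, which the array's annotation places on chromosome 16 from 14712546 to 14714519 on the forward strand, in a build not given in the sources used here. Its log2 normalized intensity was 7.64, 7.45 and 7.77 in the 3 denervated hippocampi and 5.19, 6.27 and 5.97 in the 3 normal hippocampi. The means were 7.62 ± 0.16 (SD, n = 3) and 5.81 ± 0.56 (SD, n = 3). The log2 fold change was 1.81 with a standard error of 0.36, a 3.51-fold difference. All 3 denervated samples lay above all 3 normal samples (exact permutation test without pairing, two-sided p = 0.1, the smallest that 3 samples against 3 allow). The paper describes paired hippocampi, but no source used here says which samples pair. With 3 pairs the smallest such p would be larger. Of all 6716 probes it had the 8th lowest p in limma, and its p after the Benjamini-Hochberg adjustment in limma was 1.0. Its unadjusted p in limma was 0.0026, against 0.012 after quantile normalization and 0.044 with an intensity trend.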

The increased expression of lncRNA2393 in the denervated hippocampus suggested that lncRNA2393 might play a vital role in neurogenesis. Consistent with this, the microarray analysis demonstrated that a number of cell-cycle genes were regulated after FF transection (Fig. 3b). In line with this hypothesis, a small interfering RNA (siRNA) was used to reduce the expression of endogenous lncRNA2393 in NSCs. The efficiency was evaluated by qPCR. RT-qPCR demonstrated that the expression of lncRNA2393 in the Knockdown group was about 72% less than that in the blank group (Fig. 7a). Using flow cytometry, the proportion of the cell population undergoing proliferation was assayed with PI staining (Fig. 7b). A significant decrease in the number of proliferating cells was observed in the lncRNA2393-depleted cells compared with the Negative group (*p* < 0.01) (Fig. 7c). siRNA-mediated knockdown of lncRNA2393 was performed under similar conditions, followed by the EdU proliferation assay to further examine the impact of lncRNA2393 on proliferation. Compared with the blank and negative control groups, the Knockdown group showed a lower percentage of cells undergoing proliferation (Fig. 7d). Analysis about the proportion of EdU positive cells showed a significance decreased in the Knockdown group. Collectively, the results indicated that lncRNA2393 reduced the proliferation of NSCs.

**Fig. 7:**
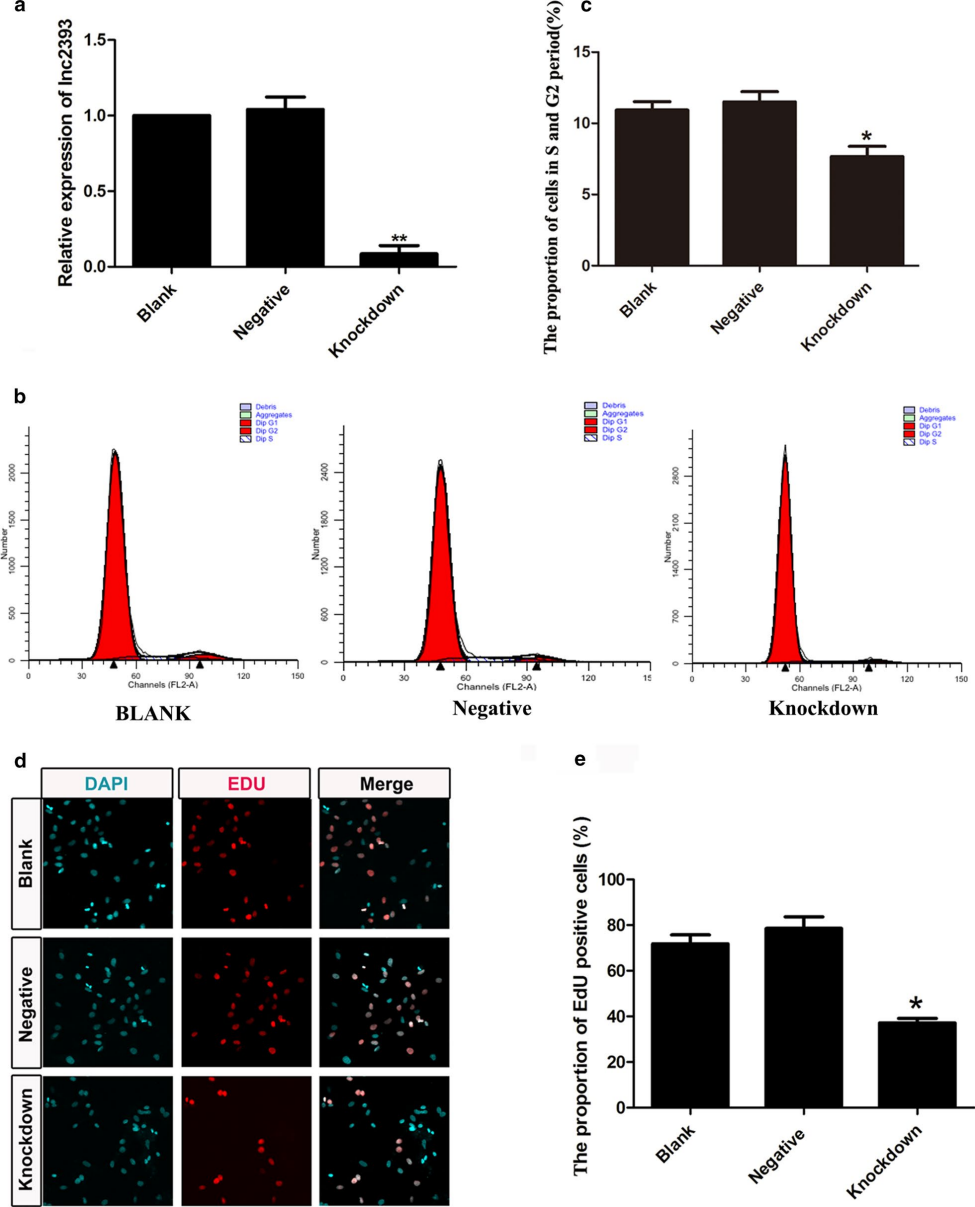
Knockdown of lncRNA2393 weakened the NSCs proliferation ability. **a** The expression of lncRNA2393 in the NSCs after knockdown compared with that in the normal NSCs (**p < 0.01). **b** Flow cytometry showed that the proliferating cells decreased. **c** Statistics analysis on the proportion of cells at G2 and S stage about flow cytometry (*p < 0.01). **d** EdU indicated that after knockdown of lncRNA2393, the EdU-positive cells (*green*) decreased. **e** Analysis of the number of positive cells in each group (*p < 0.01)

## Discussion

A previous study showed that the inner microenvironment changed when the FF transection was performed and the projection of basal forebrain cholinergic neurons to the DG was blocked [37, 38]. Moreover, the proliferation, differentiation, and migration of NSCs in the hippocampus are under the control of extracellular and intracellular signaling pathways. It has been observed that the changed microenvironment plays a stimulatory role in the survival and differentiation of the anterior subventricular zone (SVZa) progenitor cells after FF transection [39]; however, the underlying mechanism is not well known. Previously, researchers paid attention to the genes coding for biologically active macromolecules, including neural growth factor, brain-derived neurotrophic factor [40], and transcription factors Nng2, Mash1, Lhx8, and Brn4 [41–44].

With technological advancement and development of new-generation sequencing technology, accumulating evidence indicated that mammalian genomes encode different kinds of lncRNAs [45–47]. More and more lncRNAs were demonstrated to have biological significance in the developing nervous system through both loss- and gain-of-function experiments, either in stem cells or in vivo. Ramos and his colleagues identified and predicted over 12,000 novel lncRNAs in the subventricular zone of adult mice [48, 49]. Many lncRNA genes have now been identified, but the function and regulation of these transcripts are still unexplored.

It has been observed that the changed microenvironment plays a stimulatory role in the survival and differentiation of the SVZa progenitor cells after FF transection [39]. Hence, the question is whether this is due to the effect of lncRNAs. The relationship between the change in the expression of lncRNAs that occurs with the change in the inner microenvironment resulting from FF transection, and the neurogenesis in the hippocampus needed to be investigated further.

Therefore, microarray expression profiles were used to monitor the expression of lncRNAs after the inner microenvironment of the hippocampus changed. Using microarray and KEGG pathway analyses, 103 differentially expressed lncRNAs were identified and differentially expressed mRNAs were found to be mainly enriched in the pathways involved in infection, cell cycle, and neural development. These data indicated the possibility of the involvement of long noncoding transcripts in the gene regulation network.

Considering that the expression of lncRNAs was under the control of extracellular and intracellular signaling pathways, real-time PCR and RT-PCR were performed to testify the expression profile and tissue specificity of lncRNAs. Of these, lncRNA2393 gained the attention of researchers due to its continued increasing expression and high tissue specificity. Based on the expression profile and tissue specificity, lncRNA2393 was used for intensive studies. FISH in a frozen section of hippocampus demonstrated that lncRNA2393 existed in the infragranular layer of hippocampus and was enriched in the denervated hippocampus. Also, the relationship between lncRNA2393 and neurogenesis was investigated. The expression and location of lncRNA2393 were detected in the hippocampus-derived NSCs. Hence, lncRNA2393 existed in the NSCs and was located in the cytoplasm. Altogether, these results indicated that lncRNA2393 might be the stimulatory molecule in the hippocampal microenvironment. Loss-of-function experiments showed a significant decrease in the self-renewal of NSCs, which was consistent with the previous study results and assumption. Hence, the role of lncRNA2393 was identified as a stimulatory molecule in the hippocampal neurogenesis.

The results showed that the subcellular localization of lncRNA2393 was mainly in the cytoplasm. Previous reports indicated that the cytoplasmic lncRNAs worked mainly by competing with endogenous RNAs, for example, microRNAs, mRNAs, and pseudogenes. In particular, lncRNAs compete with these mRNAs and pseudogenes that share similar miRNA response elements to bind to the same miRNA, eventually implementing the spatial and temporal control of gene expression by preventing miRNA binding to the target genes. A study in a mouse model of Melanoma [50] demonstrated that virtually all types of RNAs could communicate with each other using MREs (MicroRNA response elements, MRFs) as the mode of communication. A study of ceRNAs in the Alzheimer’s disease showed that *BACEl*-*AS* (BACEl-antisense, BACEl-AS) could be an endogenous competitive RNA to target miRNA (mir01273, mir-1285, and mir-3064) and activate the transcription of SERFla (small EDRK-rich factor 1A, SERF1a). The upregulated expression of SERFla would further promote the aggregation of Aβ. Thus, BACEl-AS is supposed to play an important role in the pathogenesis of Alzheimer’s diseases.

Furthermore, the increased expression of lncRNA2393 was found to be triggered by the changed microenvironment. A cold environment can induce the expression of lncRNA COOLAIR, and DNA damage can induce the expression of PANDA [51]. Therefore, the question is exactly which part of the denervated hippocampus induces the expression of lncRNA2393. It needs to be testified whether some genes, such as *Sox2* and *Brn4*, are involved or other protein signals and cytokines interact with lncRNA2393. Further studies should aim to explore the molecular mechanism behind the expression of lncRNA2393 in the hippocampus, to lay the foundation for the clinical application of NSCs intreating of diseases of the central nervous system.

## Conclusion

We concluded that expression changes of lncRNAs exists in the microenvironment of denervated hippocampus, of which promotes hippocampal neurogenesis. The identified lncRNA lncRNA2393 expressed in neural stem cells, located in the subgranular zone of the dentate gyrus, which can promote NSCs proliferation in vitro. Therefore, the question is exactly which part of the denervated hippocampus induced the expression of lncRNA2393. Further studies should aim to explore the exact molecular mechanism behind the expression of lncRNA2393 in the hippocampus, to lay the foundation for the clinical application of NSCs in the treatment of diseases of the central nervous system.

## Additional file

**Additional file 1: Table S1.** Information about purity and integrity of the RNA samples. Details information about purity and integrity of the RNA samples used in the microarray, which showing all the samples have passed the quality control. **Figure S1.** Information of DNA contamination. The figure showed the result of DNA contamination check. **Figure S2.** Results of 20 candidate lncRNAs primers. Using qPCR, the proper primer which matched with the length and showed high signal value was selected from three pairs of them. **Table S2.** Summary of lncRNAs randomly selected from the microarry result. Table S2 listed the ID, change ratio and transcription ID of the differentially expressed lncRNAs. Red means the increased lncRNAs after FF transection, while the black means the decreased lncRNAs.

## Abbreviations

LncRNA: long noncoding RN
NSCs: neural stem cells
V-SVZ: ventricular–subventricular zone
DG: the dentate gyrus
miRNAs: microRNAs
FF: fimbria-fornix
RIN: RNA integrity number
cDNA: complementary DNA
PCR: polymerase chain reaction
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
EGF: epidermal growth factor
bFGF: basic fibroblast growth factor
FISH: fluorescence in situ hybridization
SSC: saline sodium citrate
EdU: (5-ethynyl-2′-deoxyurdine)
PI: propidium iodide
qPCR: quantitative real-time reverse-transcription PCR
ceRNAs: competing endogenous RNAs
siRNA: small interfering RNA
SVZa: anterior subventricular zone
Ngn2: Neurogeni-2 protein
Mash1: mammalian achaete homologue-1
Lhx8: LIM homeobox 8
Brn4: brain-4
MRFs: microRNA response elements

# Supplementary material for: Microarray expression profiling in the denervated hippocampus identifies long noncoding RNAs functionally involved in neurogenesis
**Source:** BMC Mol Biol. 2017 Jun 6;18:15. doi: 10.1186/s12867-017-0091-2
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Information about purity and integrity of the RNA samples. Details information about purity and integrity of the RNA samples used in the microarray, which showing all the samples have passed the quality control. Figure S1. Information of DNA contamination. The figure showed the result of DNA contamination check. Figure S2. Results of 20 candidate lncRNAs primers. Using qPCR, the proper primer which matched with the length and showed high signal value was selected from three pairs of them. Table S2. Summary of lncRNAs randomly selected from the microarry result. Table S2 listed the ID, change ratio and transcription ID of the differentially expressed lncRNAs. Red means the increased lncRNAs after FF transection, while the black means the decreased lncRNAs.

**Table S1.** Information about purity and integrity of the RNA samples.

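RIN is a score of RNA integrity from electrophoresis, higher for more intact RNA. In Table S1 the denervated samples (treatment) had values of 8.1, 8.1 and 7.9, and the normal samples 7.6, 7.6 and 7.2. The means were 8.03 and 7.47, and the 2 groups did not overlap.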

| Item | Sample Name | OD260/280  ≥1.5 | OD260/230  ≥1 | Total  Amount | RIN  ≥7 | Small RNA fraction | | QC Result  ( Pass or Fail) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Normal 1 | 1.88 | 2.15 | 47.78 | 7.6 | | N | Pass |  |
| 2 | Normal 2 | 1.88 | 1.98 | 32.00 | 7.6 | | N | Pass |  |
| 3 | Normal 3 | 1.88 | 1.95 | 40.61 | 7.2 | | N | Pass |  |
| 4 | Treatment 1 | 1.88 | 2.00 | 42.51 | 8.1 | | N | Pass |  |
| 5 | Treatment 2 | 1.89 | 2.08 | 38.93 | 8.1 | | N | Pass |  |
| 6 | Treatment 3 | 1.88 | 2.12 | 35.48 | 7.9 | | N | Pass |  |

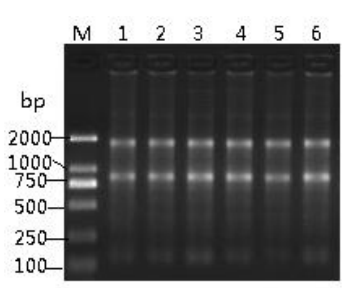

**
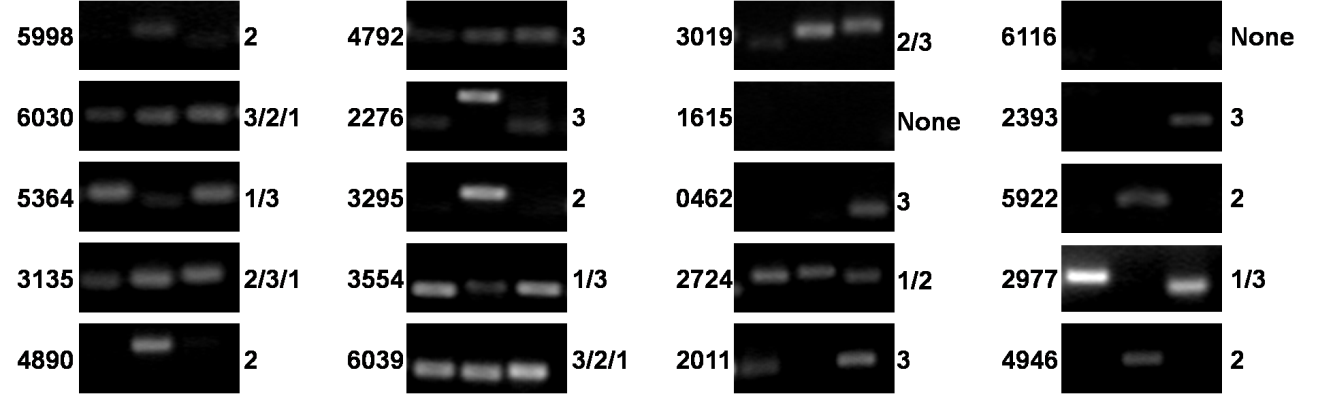
Figure S1**.Information of DNA contamination

**FigureS2** Results of 20 candidate lncRNAs primers.

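In the authors' deposited comparison, the ratio of each lncRNA equals 2 to the power of the absolute difference between the group medians of log2 intensity, so that it is above 1 in either direction. For lncRNA5998 the authors' deposited ratio is 3.27, where the fold from the group means of log2 intensity is 2.63. The authors' ratio of lncRNA4792 is 2.04, where the means give 1.73. The direction of a change is given by the colour of the entry, not by the ratio.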

Table S2 **Summary of lncRNAs randomly selected from the microarry result.** Red means the increased lncRNAs after FF transection, while the black means the decreased lncRNAs.

| ID | Ratio | transcription_ID |
| --- | --- | --- |
| RB_p_rnol003019 | 7.022697359 | ENSRNOT00000037631 |
| RB_p_rnol002977 | 2.765922921 | ENSRNOT00000035283 |
| RB_p_rnol002393 | 3.167740533 | ENSRNOT00000036611 |
| RB_p_rnol002724 | 2.071017274 | ENSRNOT00000038344 |
| RB_p_rnol003135 | 2.117569787 | ENSRNOT00000073813 |
| RB_p_rnol005364 | 2.553447248 | ENSRNOT00000052065 |
| RB_p_rnol006030 | 2.155873896 | ENSRNOT00000071854 |
| RB_p_rnol005998 | 3.268128917 | ENSRNOT00000075272 |
| RB_p_rnol005922 | 2.833333333 | Mouse_homology_transcript(2929):NR_033620 |
| RB_p_rnol004890 | 2.091362811 | ENSRNOT00000009721 |
| RB_p_rnol003295 | 3.556863803 | Mouse_homology_transcript(2772):NR_030673 |
| RB_p_rnol003554 | 2.211021154 | ENSRNOT00000027501 |
| RB_p_rnol004792 | 2.036483021 | ENSRNOT00000047322 |
| RB_p_rnol006039 | 2.321195652 | XR_147166.1 |
| RB_p_rnol000462 | 2.317794486 | Mouse_homology_transcript(1316):NR_033745 |
| RB_p_rnol006116 | 2.126764706 | Mouse_homology_transcript(274):NR_045744 |
| RB_p_rnol001615 | 2.087113518 | Mouse_homology_transcript(1584):NR_102387 |
| RB_p_rnol002011 | 2.227689741 | Mouse_homology_transcript(3150):NR_045507 |
| RB_p_rnol002276 | 2.174579985 | Mouse_homology_transcript(1441):NR_046002 |
| RB_p_rnol004946 | 2.007826768 | Mouse_homology_transcript(1191):NR_028126 |

How the deposited data were processed for this re-analysis (not part of the article)

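The series measured lncRNAs in 3 denervated and 3 normal rat hippocampi on day 7 after FF transection, on 1-colour arrays. The authors scaled each array by the 50% method, took the median over repeated spots of a probe and the mean over arrays of a sample, and deposited log2 normalized intensity, with no stated background correction or filter on dim probes. The authors also deposited 2 lists of changed lncRNAs with a log2 ratio, a linear ratio and a p-value for each. In these lists the log2 ratio equals the median of the normal minus the median of the denervated values, so its sign runs against the paper's direction, and the list named as up holds the lncRNAs that were lower after denervation. The deposited p-value equals that of the Student t test of the methods' statistics section on the 6 log2 values, with no adjustment. All entries have a ratio above 1.5 and a p-value under 0.05, and applying that rule to all probes gives the same 103 lncRNAs. A second table of values deposited for the series holds the same numbers as the normalized table. One probe is not reported here.

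Values were used as deposited. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over 6716 probes, without a block, with Benjamini-Hochberg adjustment over all probes. lncRNAs were counted at an adjusted p under 0.05, and at the thresholds of the methods. Named lncRNAs were compared by an exact permutation test without pairing, whose smallest two-sided p is 0.1 for 3 samples against 3. The paper describes paired denervated and normal hippocampi of rats, but no source used here states that samples of equal number come from the same rat, so p-values rest on the spread between these samples. Sample similarity was the mean Pearson correlation within minus between groups over the 10 ways to divide 6 samples into 3 and 3. RIN values of Table S1 were matched to samples by group and number, which no source states. Figures were drawn with matplotlib 3.10.9.

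The analysis was tested on simulated data with 6716 probes and the spread of these samples. Noise was drawn independently for each probe, so the structure of these samples across the groups was not simulated. The counts hold for such noise only. Of 50 probes changed by 1 on the log2 scale limma recovered 1 at an adjusted p under 0.05 and 24 at the thresholds of the methods. Of 50 changed by 2 it recovered 14 and 38, of 50 changed by 3 it recovered 30 and 46, and of 50 changed by 4 it recovered 31 and 47. Among the 6516 unchanged simulated probes, 5 passed the adjusted p and 238 the thresholds of the methods. The rank product test was run there with 50 permutations. At an adjusted p under 0.05 it recovered 0, 0, 1 and 3 of the probes changed by 1, 2, 3 and 4. It also called 24 unchanged probes.

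The text names the lncRNAs of Table S2, those the paper names, and the 5 lncRNAs in each direction with the largest difference past the thresholds and no overlap between the groups. This rule was written before the data were examined, but after the values of Table S2 and of Fig. 1 to 3 had been seen. Mir301b, Mir195 and the other gene names in the text were chosen after their values were seen. The probes of Xist were found by the mouse and human accessions of its transcripts. Gene names come from the GRCr8 RefSeq table, which named 388 of the 1672 RefSeq transcripts; 293 of these are microRNA genes. Other mouse matches were left without a gene name.

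The alternatives were quantile normalization, centring on array medians, only the upper 50% of probes by mean intensity, an intensity trend in eBayes, the sample number as a block, the Student t test, the rank product test that the methods name for the p value, over 9 ratios with 1000 permutations, the second value table, ratios of linear means, adjustment within the probe class and leaving out each sample. Setting values under 5 to 5 and the 1.5-fold thresholds were added after the data were seen. Tests planned on mRNA probes, on gene lists of pathways and cell type markers, and the pathway analysis of Fig. 1b were not run. The values used here hold 6711 lncRNA probes and 5 others, and no set of mRNA probes. qPCR, FISH and cell culture data were not analysed here.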

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

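All tests of explanations in this part were chosen after the values were seen. Outside the lncRNAs that the paper discusses in its text, 1 lncRNA passed the adjusted p and 5 with a RefSeq gene name passed the thresholds of the methods. lncRNA3055 had a log2 fold change of 6.22, Mir3545 of 5.82 and Mir410 of 5.10, and each had samples under 2 in the normal group. Defb16-ps, a transcribed pseudogene, had a log2 fold change of 2.42, Mir301b of 1.51 and Mir195 of 1.14, with no sample under 2, and the groups of Defb16-ps overlapped.

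The largest differences belonged to dim probes. A value under 2 was present in 32.2% of the lncRNAs past the thresholds of the methods and in 8.05% of all lncRNAs. A lncRNA that truly goes on or off also puts a group under 2, so this share decides nothing, and signals near background cannot be told apart from real changes for these lncRNAs. With values under 5 set to 5, the log2 difference of lncRNA3055 was 1.11 in place of 6.22, and no lncRNA passed the adjusted p in limma, with 170 at an unadjusted p under 0.05. None of the 20 lncRNAs of Table S2 had a value under 2.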

How the results depend on the processing

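The count of 1 lncRNA at an adjusted p under 0.05 in limma became 0 after quantile normalization, in the upper 50% of probes, with an intensity trend and with the Student t test, where 144, 78, 143 and 162 lncRNAs had an unadjusted p under 0.05. Array medians and adjustment within the probe class, which change little, gave 1. The second value table and ratios of linear means leave p unchanged, so could only give 1. The rank product test also gave 1, but this was lncRNA2263 (adjusted p = 0.014), and lncRNA3055 missed the threshold there (adjusted p = 0.0511). In the simulated data the rank product test called 24 unchanged probes and at most 3 of 50 changed ones of any size. Its adjusted p is therefore a weak guide. The count in limma was 0 without denervated 1, normal 1 or normal 3, 2 without denervated 2 or normal 2, and 9 without denervated 3. The 70 higher and 20 lower lncRNAs at the thresholds of the methods became 26 and 8 in the upper 50% of probes, 37 and 9 with the Student t test, and 209 and 142 with the rank product test. Lower lncRNAs numbered 34 after quantile normalization. Without 1 sample the higher count ranged from 39 (without denervated 1) to 245 (without normal 2), with 133 without denervated 3. The lower count ranged from 6 (without normal 3) to 90 (without denervated 2), with 79 without denervated 3 and 73 without normal 2. With alternatives added after the data were seen, values under 5 set to 5 gave 0 at the adjusted p, and a 1.5-fold threshold on means gave 34 lower. The upper 50% holds fewer probes and not lncRNA3055. For all other changes, those without 1 sample included, the cause was not tested.

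lncRNA2393 kept its direction in every alternative that held it and passed the adjusted p in none; it lies outside the upper 50% of probes. All 20 lncRNAs of Table S2 kept their direction, with 11 left in the upper 50% of probes. Since the groups did not overlap for any of the 20, lncRNA2393 included, leaving out a sample or changing the test could not turn a direction. The 19 that passed when adjusted over the list alone became 12 with an intensity trend and 0 with the rank product test. The cause of these changes was not tested. The difference of correlations within and between groups moved by less than the spread of pairs in all alternatives run.

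The paper describes paired rats, but no source used here says which samples pair. Correlations of deviations between samples of equal number were -0.05, -0.52 and -0.35, and no sample correlated best with its own number; since the samples stood apart across the groups, this is only a hint. With the number as a block, lncRNA3055 had an adjusted p of 0.78, 0 lncRNAs passed the adjusted p, 62 had an unadjusted p under 0.05, 1 of Table S2 passed over the list alone, and 51 higher and 11 lower passed the thresholds of the methods. mRNA and gene list results were not run. Signal over background could not be assessed beyond the low values.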

Differences from the paper's values

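None of the paper's counts or Table S2 ratios differed by more than 1.5 times from those of the comparison in the text (limma over all probes of the 6 samples, with differences of mean log2 values). The paper's 74 activated and 29 repressed lncRNAs stand beside 70 and 20 at the thresholds its methods state, with the p of limma. The methods name limma for differential expression and the rank product test for the p value; with that test, an alternative set before the data were examined, the counts at the same thresholds are 209 and 142, 351 in all against the paper's 103, each more than 1.5 times the paper's. Other alternatives set before the data were examined also differ by more than 1.5 times from the paper's counts. The lower count is 18 with ratios of linear means, 14 with an intensity trend and 11 with the sample number as a block. The higher and lower counts are 26 and 8 in the upper 50% of probes and 37 and 9 with the Student t test. Leaving out denervated 1, 2 or 3 or normal 2 or 3 also moves at least 1 of the counts that far from the paper's. The rule recovered from the authors' deposited comparison, a 1.5-fold difference of medians with the Student t test, gives 74 and 29; it was chosen after seeing the values, and drops none of the paper's called lncRNAs. Without normal 1, an alternative set before the data were examined, the higher count at the thresholds of the methods is 74 too, with 20 lower. Of the deposited lncRNAs, 41 higher and 10 lower have medians that differ by more than 1 on the log2 scale.

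The row labels printed in Fig. 1a, read from the picture, match the 70 higher and 20 lower lncRNAs that limma gives here at the thresholds of the methods, all 90 of them, and not the list of 103, with which they share 46.

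The 20 lncRNAs chosen for qPCR all differ by more than 1 on the log2 scale by the difference of medians. That is the measure of the authors' deposited comparison. By the difference of means used here 16 of them do, but 8 without normal 3 and 17 without denervated 3. The paper presents clustering of the samples by condition in Fig. 1a; over all lncRNA probes the samples did not divide by condition here (mean correlation 0.81 within and 0.82 between groups), and over the lncRNAs selected for the difference they did.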

Other observations

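The tests in this part were chosen after the values were seen, apart from the test of clustering on selected lncRNAs, whose outcome had not been seen. The genes named here were chosen after their values were seen. Several known noncoding RNAs were measured well above background in all 6 samples and did not pass the test. H19, an imprinted lncRNA, was at 13.85 ± 0.49 (SD, n = 3) in the denervated and 14.06 ± 0.28 (SD, n = 3) in the normal samples. Bc1, a neuronal cytoplasmic RNA, was saturated near 15.99 in the normal samples. Its denervated samples read 15.97 to 15.99, at the same upper limit, so its values cannot decide whether it changed. Terc, the RNA component of telomerase, was at 9.51 ± 0.17 (SD, n = 3) and 9.51 ± 0.16 (SD, n = 3), and Gas5 at 10.12 ± 0.47 (SD, n = 3) and 9.91 ± 0.61 (SD, n = 3). Snhg4, a lncRNA with 1 sample near background, was less even. It read -1.21, 7.96 and 5.89 in the denervated and 8.97, 8.07 and 9.04 in the normal samples (limma, unadjusted p = 0.10). The 293 probes of microRNA genes had a median log2 difference of -0.01 (camera, p = 0.47 with a preset correlation and p = 0.64 with an estimated correlation), and 4 of them passed the thresholds of the methods, all higher. The 2 probes matched to Xist, an X-linked lncRNA expressed in females, ranged over the 6 samples from 9.18 to 9.94 (RB_p_rnol002580) and from 7.95 to 9.81 (RB_p_rnol005937), with no on or off difference; whether they are specific to Xist in the rat is not known.

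The 6 samples stood apart in a way that crosses the 2 groups. Denervated 1, denervated 3 and normal 2 against denervated 2, normal 1 and normal 3 gave 322 lncRNAs at an adjusted p under 0.05 in limma, where the groups as labelled gave 1, which points to a structure of the samples. Quantile normalization left 338, which argues against scaling of the arrays, while RNA integrity stays open: the pairs of samples with equal RIN lay on opposite sides (2 of 2 pairs), but only if Table S1 numbers the samples as the arrays do, which no source used here states. This division equals the labelled one with denervated 2 and normal 2 exchanged, so exchanged labels could give these 322 calls. So could a technical division, such as the position of a sample on an array, which the sources do not give per sample. The paper describes paired hippocampi, and no source used here says which samples pair, so likeness within a rat stays open too. These explanations cannot be told apart from the values used here. RIN follows the labels, but it was matched to the samples by group and number. The paper reports that qPCR on the other part of the same RNA matched the array, which was not analysed here. An exchange before the RNA was divided would show in both. The sex of the rats, 2 male and 1 female in the paper, is not given per sample and stays open too. Clustering over all lncRNAs put denervated 3 and normal 2 apart from the other 4 samples. Those 2 arrays held the most values under 0 (262 and 287, against 63 to 180). With values under 5 set to 5, denervated 1 joined them, so that clustering depends on values near background. With the values as deposited, the correlation of denervated 1 was 0.84 with denervated 3 and 0.78 with normal 2. It was 0.84 with denervated 2, 0.82 with normal 1 and 0.83 with normal 3, so the side of denervated 1 was not clear.

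With 10 divisions of 6 samples into 3 and 3, a share under 0.05 cannot be reached. The labelled groups gave 1 lncRNA at an adjusted p under 0.05 and the highest of the other divisions 322, with 5 of the 10 divisions, the labelled one included, as high or higher. They gave 70 higher and 20 lower lncRNAs at the thresholds of the methods, and the highest of the other divisions 673 in its larger and 429 in its smaller direction. Of the 10 divisions, the labelled one included, 5 reached 70 in their larger direction and 7 reached 20 in their smaller direction.

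For all 9 other divisions of the samples, lncRNAs selected at the thresholds of the methods for that division (selection before clustering) put its samples into 2 matching clusters.

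More lncRNAs were higher than lower after denervation, and one explanation weighed is that RNA integrity differs between the groups. The lowest RIN of the denervated samples is 0.3 above the highest of the normal samples, so RIN and denervation cannot be told apart. Either may underlie the excess, or neither. Of the lncRNAs past the thresholds of the methods, 77.8% were higher, and 67.3% after quantile normalization. Without denervated 2 the excess turned, with 58 higher and 90 lower. Denervated 1, denervated 2 and normal 2 against the other samples gave 92 in 1 direction and 24 in the other. Denervated 1, normal 1 and normal 2 against the other samples gave 19 and 19. An excess of this size thus also arose for a division that is not the labelled one.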
